A study of Homo sapiens with 26 samples.

How the data were processed

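Chromatin immunoprecipitation with sequencing (ChIP-seq) was done in A549, an established human lung carcinoma cell line with features of alveolar epithelium. Cells were infected with an adenovirus carrying green fluorescent protein (Ad-GFP, the control) or IκBαΔN (Ad-IκBαΔN, an inhibitor of the transcription factor NF-κB). They were then left untreated (NS) or treated for 1 h with 300 nM budesonide, a synthetic glucocorticoid, alone (Bud) or with 1 ng/ml interleukin-1β (IL1B+Bud). Some cells of the RELA libraries were given interleukin-1β alone. Per the labels, 26 libraries were made, 12 with an antibody to the glucocorticoid receptor (GR), 12 with an antibody to the NF-κB subunit RELA and 2 from input chromatin, with 2 libraries in each group from 2 independent experiments. The RELA and input libraries were not analysed here. The values used were those of the 6 GR groups, at 10740 regions of 400 bp that the authors selected and placed in the classes increasing, unchanged and decreasing. How these classes were defined is not given in the sources used here, and if GR signal from the same groups was used, differences between classes in Ad-GFP follow in part from the selection.

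The authors' deposited value was a log2 binding intensity, 1 per region and group, together with its difference from the untreated group of the same virus. The table writes Ad-IκBα for the virus that the labels name Ad-IκBαΔN. The submitters' processing notes name bcl2fastq, FastQC 0.10.1, Bowtie2 2.4.4, SAMtools, MACS2 2.2.7.1 and DiffBind 3.2 with the human build GRCh38 (hg38). Which tool made the intensities, how the 2 libraries of a group were combined and what the values were scaled to is not given in the sources used here. The form of the deposited log2 values was worked out from the numbers. After 2 was raised to the value and 1 subtracted, the result times the region width of 400 bp fell on whole multiples of a step in 5 of the 6 groups, within 0.0001 steps, in all regions of 4 groups and all but 1 region of untreated Ad-GFP cells. The step was 1 in untreated and budesonide-treated Ad-GFP cells and in budesonide-treated Ad-IκBαΔN cells, 3 in Ad-GFP cells given IL1B+Bud and 1.5 in Ad-IκBαΔN cells given IL1B+Bud. No step was found in untreated Ad-IκBαΔN cells. The values were therefore read as log2(signal + 1) of a mean coverage per base, with a scale that the authors' processing set separately for some groups. The depth of each library is unknown from these values. A scale that differs between groups shifts every difference between them by nearly the same log2 amount, so the position of a class, list or gene relative to the others is firmer than the distance of any difference from 0.

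The planned analysis assumed values per library, with count-based or linear-model tests between groups. The table holds 1 value per group, so those tests were not possible, no difference between groups has a replicate check, and no p-value, SD or n is given for any such difference. In place of a test, regions were described as higher or lower when the log2 difference was at least 1 in size, a 2-fold difference on the log2(signal + 1) scale, which understates differences at low signal. Comparisons were Bud against NS and IL1B+Bud against Bud within each virus, IL1B+Bud against NS in Ad-GFP, Ad-IκBαΔN against Ad-GFP within each treatment, and the difference between viruses in the response to added IL1B. When the counting of 2-fold regions was tested on simulated data for IL1B+Bud against Bud in Ad-GFP, with 200 of 10740 regions shifted and noise of 0.3 log2 added, 95.0% of regions shifted by 1.5 log2 and 100% of those shifted by 3 log2 were recovered, with 0.0569% and 0.0759% of the other regions called. The noise was assumed, so these rates check the counting and say nothing of how reliable the 2-fold differences in these data are.

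Coordinates are in hg38, counted from 1. All 10740 regions lay inside the hg38 chromosome lengths, and a glucocorticoid response element (GRE) was found in 14.7% of regions against 2.63% of windows 5 kb away. Each region was linked to the protein-coding gene with the nearest transcription start site (TSS) in GENCODE 44 when that lay within 100 kb, which held for 7574 regions. Regions were scanned for the GRE AGAACANNNTGTTCT with at most 2 mismatches in its 12 fixed bases, for the κB motif GGGRNWYYCC and, chosen after seeing the data, for the AP-1 motif TGASTCA, on both strands. Shares of regions with a motif were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 12 comparisons, and carry Wilson 95% confidence intervals. Regions are not replicates and neighbouring ones are not independent, so these tests describe this set of regions. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

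Gene lists were fixed before the data were examined, as were the comparisons, motifs other than AP-1 and the rule for naming genes. The lists were glucocorticoid-induced genes, NF-κB-dependent inflammatory genes, feedback or shared targets of both pathways, AP-1 and immediate early genes, and as background lung epithelial identity genes, markers of other cell types and housekeeping genes. For each list, the median difference over its linked regions was placed as a percentile among the medians of 10000 random sets of regions of the same size, matched on mean signal in 10 bins. This percentile is a description of these values, not a test. The named genes are the 8 highest and 8 lowest differences per comparison among linked regions with a mean signal above the median region. In addition, each gene of the first 4 lists was represented by its lead region, the linked region with the highest mean signal, and up to 6 lead regions per list and comparison were named, with the lead regions of FKBP5, PER1, CXCL8, CXCL1, ICAM1, CCL2, TNFAIP3, NFKBIA and BIRC3 always open to naming. The rule was written for test results, and size of difference stood in for the p-value. TSC22D3 was also fixed for naming and had no linked region. Any other gene named was chosen after its values were seen. Alternatives tried were re-centring or quantile normalization of the groups, dropping the 25% of regions with the lowest mean signal, pseudocounts of 0.25 and 4, other link rules and other motif windows. Those chosen after seeing the data were dividing out the steps, centring on the unchanged class, leaving out the regions with the highest untreated signal and using the authors' classes for motif shares. If the steps came from a correction for depth, dividing them out would undo it, and these values cannot tell whether they did.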

Results

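GR occupancy was measured by ChIP-seq in A549 cells to ask how NF-κB affects where GR binds when budesonide is given with IL1B. The values covered 6 groups, untreated, Bud and IL1B+Bud cells of each virus, with 1 authors' value per region and group at 10740 regions. There were thus no replicates to set against any difference, and every fold below is descriptive. Untreated cells had a median signal of 7.58 in Ad-GFP and 7.79 in Ad-IκBαΔN. With budesonide the medians were 21.7 and 21.6. With IL1B+Bud they were 45.7 in Ad-GFP and 23.6 in Ad-IκBαΔN. Of the regions, 4345 belonged to the authors' increasing class, 3411 to the unchanged class and 2984 to the decreasing class. Introns held 48.8% of regions and intergenic sequence 48.0%, and 3.76% lay within 1 kb of a TSS.

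**Figure D1:**
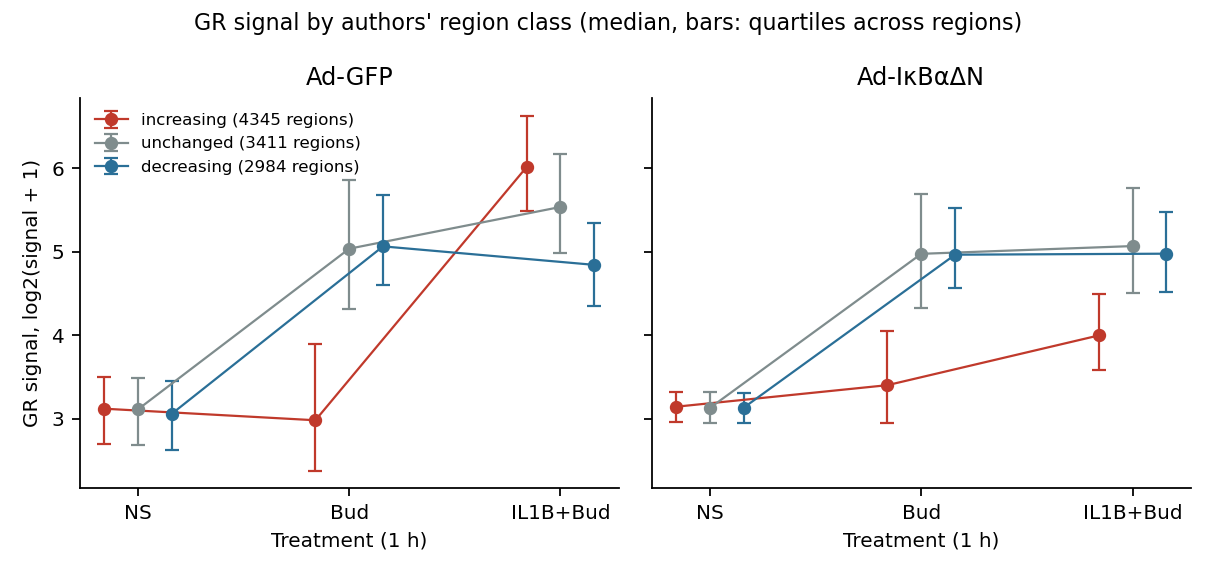
Median GR signal, log2(signal + 1), of each of the authors' region classes in the 3 treatments of Ad-GFP (left) and Ad-IκBαΔN (right) cells; points are medians over the regions of a class and bars span the quartiles across regions, not an error. In Ad-GFP the increasing class stood at 2.98 with Bud and 6.01 with IL1B+Bud, and in Ad-IκBαΔN at 3.40 and 4.00.

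Budesonide alone gave strong GR signal at known glucocorticoid target genes in Ad-GFP cells. At an intron of FKBP5, which encodes a co-chaperone of GR (chromosome 6, 35722487 to 35722886), the signal was 8.10 in untreated cells and 455 with Bud, a 50.1-fold difference. The lead regions of ERRFI1, an inhibitor of epidermal growth factor receptor signalling, ZFP36, an mRNA-destabilising protein, HIF3A, and DUSP1, a phosphatase of MAP kinases, were 47.7-fold, 47.6-fold, 39.8-fold and 27.7-fold higher. Such folds depend strongly on a low untreated signal. That of ERRFI1 was 2.86 in Ad-GFP and 7.56 in Ad-IκBαΔN, where its fold was 17.6. ZFP36 and DUSP1 went the other way, with 85.7-fold and 32.7-fold in Ad-IκBαΔN. Among feedback or shared targets of both pathways, GR signal was 56.3-fold higher in untranslated sequence of NFKBIA, which encodes IκBα itself, 40.5-fold upstream of BIRC3, an inhibitor of apoptosis gene, and 63.5-fold at a region linked to NNMT in an intron of ZBTB16. That region lay 78.4 kb from the NNMT TSS, and ZBTB16 is itself on the glucocorticoid-induced list, so its place among feedback targets is uncertain. The region with the largest difference lay 16.4 kb upstream of PRR20G on chromosome 3 (127304227 to 127304626), with a signal of 4.79 untreated and 1492 with Bud.

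Across groups of genes, 73 of the 93 regions of the glucocorticoid-induced list were at least 2-fold higher with Bud and 5 were lower, with a median log2 difference of 2.56 that lay at percentile 97.2 of random matched sets. The feedback list had 36 of 74 regions higher and 7 lower, with a median of 0.94 that lay below all random sets and was -0.47 after re-centring. The AP-1 and immediate early list had 19 of 33 higher and a median of 1.52, at percentile 18.8, which was -0.18 after quantile normalization, with MAFF at 14.8-fold and MAFK at 13.1-fold. The MAFF fold rests on an untreated signal of 1.42. In Ad-IκBαΔN, with 6.49 untreated, MAFF was 3.81-fold higher. NF-κB-dependent inflammatory genes had 23 of 103 regions higher and 18 lower, with a median of -0.05 that lay below all 10000 random sets and was 0.66 without the 25% of regions with the lowest signal. CCL20, a chemokine gene, stood out in that list with a 30.8-fold difference, followed by CSF3 at 9.59-fold, while at ICAM1, an adhesion molecule gene, the signal was 8.04 untreated and 6.41 with Bud. In the background lists, 30 of 40 regions of lung epithelial genes, 1 of 8 of markers of other cell types and 5 of 7 of housekeeping genes were higher, and the housekeeping median of 1.60 was -0.06 after quantile normalization. Over all regions 6217 were at least 2-fold higher and 874 lower, and 721 of the lower ones were of the increasing class, whose median signal was 7.69 untreated and 6.90 with Bud. Re-centring the groups to a common median, which removes any general gain, gave 2614 higher and 3500 lower.

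Budesonide signal was much alike in both viruses. In Ad-IκBαΔN cells, Bud against NS gave 6373 regions at least 2-fold higher and 114 lower. ZFP36 was 85.7-fold higher, NFKBIA 66.7-fold, FKBP5 39.8-fold and DUSP1 32.7-fold. The region linked to NNMT in an intron of ZBTB16 was 48.6-fold higher. The glucocorticoid-induced list had 72 of 93 regions higher, a median of 2.43 and percentile 99.1. The NF-κB-dependent inflammatory list had 28 of 103 higher with a median of 0.33, below all random sets and -1.04 after re-centring, and CCL20 again led it at 17.6-fold. The feedback list had 44 of 74 higher and the AP-1 list 23 of 33, with MYC at 12.1-fold, and their medians of 1.35 and 1.44 were -0.49 and -0.40 when centred on the unchanged class. With the groups re-centred the split was 2026 higher and 2923 lower.

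Set directly against Ad-GFP, budesonide-treated Ad-IκBαΔN cells had 432 regions at least 2-fold higher and 2 lower, and the signals of both groups correlated across regions with a Pearson r of 0.98. The glucocorticoid-induced list had a median difference of -0.13 and 2 of 93 regions beyond 2-fold, and FKBP5 had signals of 455 in Ad-GFP and 340 in Ad-IκBαΔN. The NF-κB-dependent inflammatory list was higher in Ad-IκBαΔN at 13 of 103 regions, with a median of 0.31, above all random sets, and with CXCL10 and RELB at 2.47-fold and 2.22-fold. These were regions of low signal, 1.59 against 5.40 at CXCL10. Of the 432 regions, 357 were of the increasing class. Quantile normalization left 8 higher and 12 lower.

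Untreated cells of both viruses had low signal at all classes, with medians of 3.12, 3.11 and 3.06 in Ad-GFP and 3.14, 3.13 and 3.13 in Ad-IκBαΔN for the increasing, unchanged and decreasing classes. In the comparison of viruses 774 regions were at least 2-fold higher in Ad-IκBαΔN and 298 lower, with signals that correlated across regions at a Pearson r of 0.29. The NF-κB-dependent inflammatory list had a median difference of -0.05, which was 0.06 after quantile normalization, with 9 of 103 regions higher and 1 lower. The glucocorticoid-induced list had -0.10, with 4 of 93 higher and 2 lower. A region 1.12 kb upstream of BIRC2, an inhibitor of apoptosis gene, stood apart with a signal of 141 in Ad-GFP and 7.69 in Ad-IκBαΔN. The AP-1 list went both ways, with 5 of 33 regions higher and 2 lower. Upstream of FOSL2, an AP-1 family gene, the signals were 22.7 and 6.44, and at a region linked to MAFF they were 1.42 and 6.49. The spread of log2 values across regions was 0.63 (SD) in Ad-GFP and 0.30 in Ad-IκBαΔN, and quantile normalization, which makes the spreads equal, gave 2071 higher and 2114 lower.

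When IL1B was given with budesonide to Ad-GFP cells, GR signal stood above the untreated level at inflammatory genes as well as at glucocorticoid targets. At the promoter of CXCL8, a neutrophil chemokine gene (chromosome 4, 73740278 to 73740677), the signal was 4.25 in untreated cells and 387 with IL1B+Bud, 73.9-fold higher. EFNA1, an ephrin ligand gene, was 72.7-fold higher, the complement gene C3 54.6-fold, TNFAIP3, which encodes an NF-κB-restraining ubiquitin-editing protein, 58.5-fold and KLF4, a transcription factor gene, 53.6-fold. DUSP1 and FKBP5 were 35.4-fold and 26.4-fold higher. At least 2-fold higher were 102 of 103 regions of the NF-κB-dependent inflammatory list, 73 of 74 of the feedback list, 33 of 33 of the AP-1 list and 91 of 93 of the glucocorticoid-induced list, with medians of 3.51, 3.18, 2.68 and 2.68. The inflammatory and feedback medians lay above all random sets, and the AP-1 and glucocorticoid-induced medians at percentiles 79.4 and 33.4. In the background lists 40 of 40, 7 of 8 and 7 of 7 regions were higher. Of all regions 10066 were higher and 0 lower, and a count of 0 lower depends on the scale, since dividing out the steps gave 5229 higher and 141 lower and re-centring gave 2072 and 1559. The authors selected the regions, and if they did so by GR binding in treated cells, few could be lower than untreated.

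Adding IL1B to budesonide in Ad-GFP cells was the comparison with the widest differences between gene groups. GR signal was far higher at NF-κB-dependent inflammatory genes. As deposited, 95 of 103 linked regions were at least 2-fold higher and none of the 103 was 2-fold lower. That count of lower regions depended on the scale. Among the scalings tried, the lead regions of CSF3 and CCL20 went as low as -2.06 and -1.28. Upstream of EFNA1 (chromosome 1, 155124567 to 155124966) the signal was 9.03 with Bud and 768 with IL1B+Bud, 76.7-fold higher. The lead regions of NFKB2 and NFKB1, which encode NF-κB subunits, were 49.8-fold and 35.6-fold higher, that of ICAM1 33.7-fold, TNFAIP2 32.2-fold and the chemokine gene CXCL1 26.7-fold. CXCL8 and the monocyte chemokine gene CCL2 (chromosome 17, 34252450 to 34252849) had log2 differences of 3.97 and 3.97. By contrast, lead regions of several glucocorticoid-induced genes were lower, with log2 differences of -1.66 at HIF3A, -1.58 at the lipid-droplet gene CIDEC, -1.55 at FGD4 and -1.02 at PER1, a circadian clock gene. FKBP5, at -0.92, was within 2-fold as deposited but well beyond 2-fold lower with the steps divided out.

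The list medians ordered the groups in the same way. The NF-κB-dependent inflammatory list had a median log2 difference of 3.29, above all 10000 random sets, against an all-region median of 0.92. The feedback list had 2.51, also above all random sets, with 53 of 74 regions higher and 2 lower. Its largest members were NFKBIZ, NFKBIE, LCN2, TNIP1 and IRAK3 at 25.0-fold, 16.0-fold, 11.7-fold, 11.3-fold and 11.0-fold. Its members with the strongest budesonide signal differed little or the other way, as NFKBIA (871 with Bud, 614 with IL1B+Bud) and BIRC3 (211 and 213, a log2 difference of 0.02 that was -1.56 at its lowest among the scalings). The AP-1 list had 1.71, at percentile 99.7, with 18 of 33 higher and KLF4 at 13.4-fold, MAFK at 3.96-fold and IER3 at 3.91-fold. Among the scalings tried, the log2 differences of MAFK and IER3 went as low as 0.41 and 0.35, short of 2-fold, and that of KLF4 2.16. The glucocorticoid-induced list had -0.14, at percentile 0.65, with 27 of 93 higher and 17 lower. Its mean as deposited was 0.49, opposite in sign to its median. High values were found at members such as SCNN1A, a subunit gene of the epithelial sodium channel, at 35.4-fold. The kinase gene SGK1 stood at 9.99-fold and CRISPLD2 at 9.61-fold. These folds rest on low Ad-GFP signals with Bud, of 3.7, 3.2 and 4.3 in the order named. The untreated signals were higher, at 9.0, 10.3 and 5.8. Against untreated Ad-GFP cells, the log2 differences with IL1B+Bud were 4.05, 1.88 and 2.91. The SCNN1A region lay in an intron of LTBR, 8.98 kb from the SCNN1A TSS. The regions of SGK1 and CRISPLD2 lay 70.8 kb and 78.2 kb from the TSS of each. Among background lists, 15 of 40 lung epithelial regions, 6 of 8 of markers of other cell types and 3 of 7 of housekeeping genes were higher, with 5, 0 and 0 lower, and the lung epithelial and housekeeping medians of 0.33 and 0.55 were -1.19 and -1.01 with the steps divided out. The median of the 8 regions near markers of other cell types was 3.31, at percentile 98.6 of random sets and as high as that of the inflammatory list, so a high median was not particular to inflammatory genes.

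**Figure D2:**
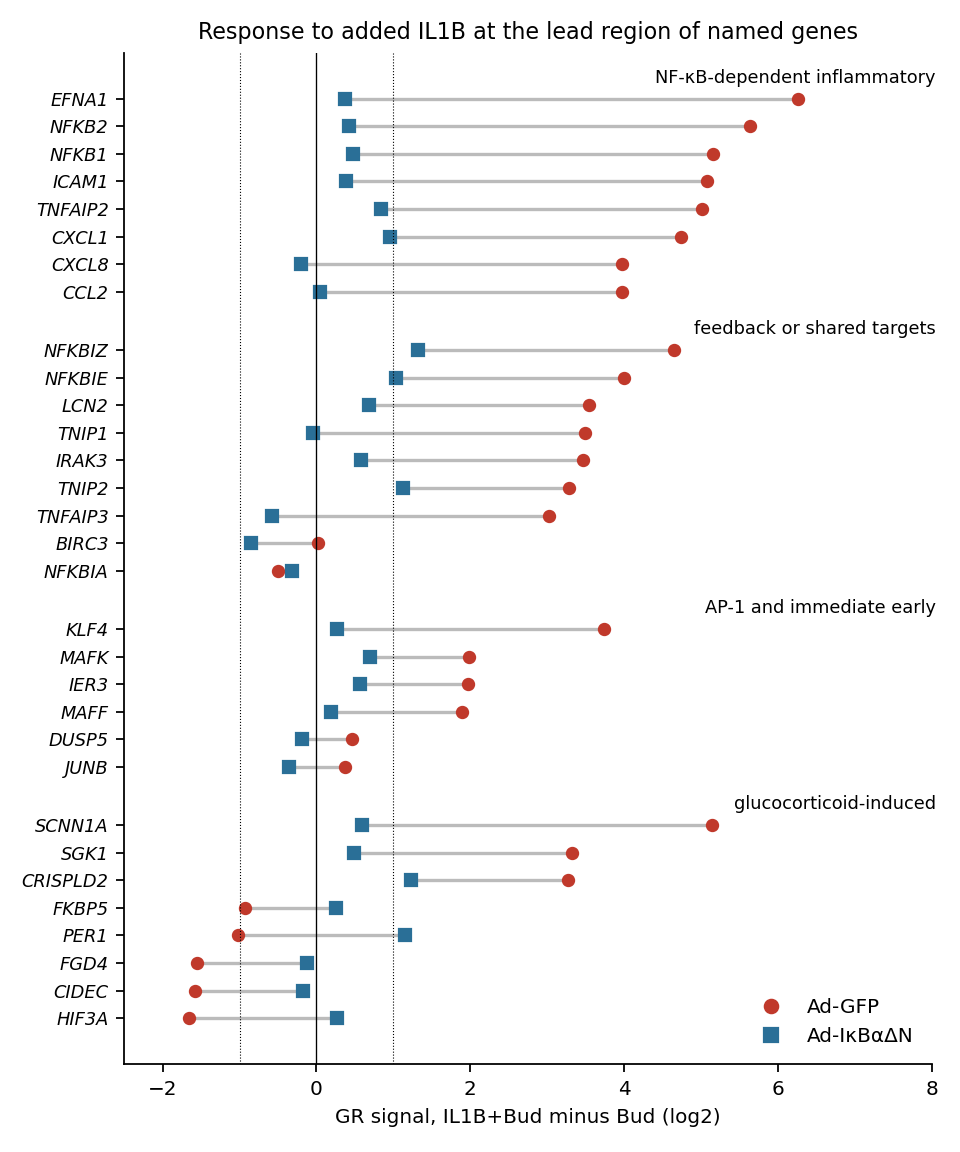
Log2 difference in GR signal between IL1B+Bud and Bud at the lead region of the genes named by rule, in Ad-GFP (circles) and Ad-IκBαΔN (squares), 1 authors' value each; dotted lines mark 2-fold. EFNA1 stood at 6.26 and 0.38 (-0.17 with the steps divided out), CXCL8 at 3.97 and -0.20, and PER1 at -1.02 and 1.15.

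Outside the lists, the highest difference was 20.5 kb from the TSS of SERPINA2 (chromosome 14, 94345952 to 94346351), with a signal of 7.85 with Bud and 1520.4 with IL1B+Bud. SLC12A7, a potassium-chloride cotransporter gene, EIF5, FSTL3, TCIM, LAD1 and PTP4A3 followed with log2 differences of 6.77, 6.75, 6.61, 6.24, 6.23 and 5.98. The lowest were an intron of HDDC2 at -2.90, upstream of DGCR6 at -2.46, introns of TBC1D2 at -2.40 and DECR1 at -2.26, and upstream of FIBCD1 at -2.27. By class, 4054 of 4345 increasing regions were higher and none of them 2-fold lower, with a median of 2.95, while the unchanged and decreasing classes had medians of 0.35 and -0.37. Over all regions 5252 were higher and 652 lower. This split depended on the scale, with 3972 higher and 3443 lower after re-centring, 2744 and 2888 after quantile normalization, 4626 and 1750 centred on the unchanged class, and 3253 and 4695 with the steps divided out, when the all-region medians became -0.12, -0.13, 0.42 and -0.61. The order of the classes and the signs of the medians of the inflammatory, feedback and AP-1 lists (above 0) and of the glucocorticoid-induced list (below 0) were the same under all of these. The list medians moved to 1.74, 0.95, 0.18 and -1.61 with the steps divided out, with 14 of 93 glucocorticoid-induced regions higher and 61 lower. The median of the unchanged class turned to -0.68 after re-centring, -0.51 after quantile normalization, -0.15 centred on that class and -1.17 with the steps divided out.

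In Ad-IκBαΔN cells, adding IL1B to budesonide went with much smaller differences. The lead region of EFNA1 had signals of 14.2 with Bud and 18.8 with IL1B+Bud, and that of NFKB2 13.8 and 18.9. ICAM1 had 11.7 and 15.6, and CCL2 31.1 and 32.3. The direction of these small differences turned with the steps divided out. CXCL8 had 20.5 and 17.7 and TNFAIP3 48.6 and 32.2. The NF-κB-dependent inflammatory list had a median of 0.56, with 18 of 103 regions at least 2-fold higher and 0 lower as deposited. TNFAIP6, TRAF1 and IL32 were its highest lead regions at 2.35-fold, 2.18-fold and 2.16-fold. At their lowest among the scalings tried, these had log2 differences of 0.58, 0.56 and 0.56. The lead regions of LIF, CSF3 and CCL20 were 2-fold lower at their lowest, with -1.22, -1.13 and -1.02. The feedback list had a median of 0.39, with 4 of 74 higher, among them NFKBIZ at 2.49-fold. The AP-1 list had 0.38, with 1 of 33 higher. The glucocorticoid-induced list had 0.27, with 6 of 93 higher and 0 lower, including CRISPLD2 at 2.34-fold and PER1 at 2.21-fold. The lead regions of NFKBIZ, CRISPLD2 and PER1 fell short of 2-fold at their lowest, with 0.76, 0.56 and 0.56. The inflammatory, feedback, AP-1 and glucocorticoid-induced medians lay at percentiles 99.9, 98.8, 96.4 and 99.2 of random sets. They were 0.03, -0.17, -0.19 and -0.29 with the steps divided out, so the direction of the feedback, AP-1 and glucocorticoid-induced medians was not fixed by these data. Among the scalings tried, that setting also moved the median of the unchanged class most, to -0.41 from 0.15 as deposited. The background lists had 3 of 40, 1 of 8 and 0 of 7 regions higher, with lung epithelial and housekeeping medians of 0.09 and 0.10 that were -0.46 and -0.48 with the steps divided out, and a median of 0.69 near markers of other cell types, above that of the inflammatory list.

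Among the 5252 regions at least 2-fold higher in Ad-GFP, whose median was 2.86, the median in Ad-IκBαΔN was 0.54 and 888 (16.9%) were 2-fold higher there. Among the 652 lower regions, with a median of -1.25 in Ad-GFP, the median in Ad-IκBαΔN was -0.10, with 24 lower and 16 higher. Regions chosen for a large difference in one virus are bound to show a smaller one in the other to some extent. Over all regions 1036 were higher and 101 lower in Ad-IκBαΔN, led by CD46, MED9 and TLE1 with log2 differences of 1.82, 1.63 and 1.59, and at the other end by LLGL2, UPK1B and FBRSL1 with -2.13, -1.91 and -1.83. The split was 624 and 177 after re-centring, 95 and 124 after quantile normalization, and 94 and 1078 with the steps divided out. Regions higher and lower in both viruses were 508 and 130, 50 and 57, and 81 and 875 under the same settings.

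**Figure D3:**
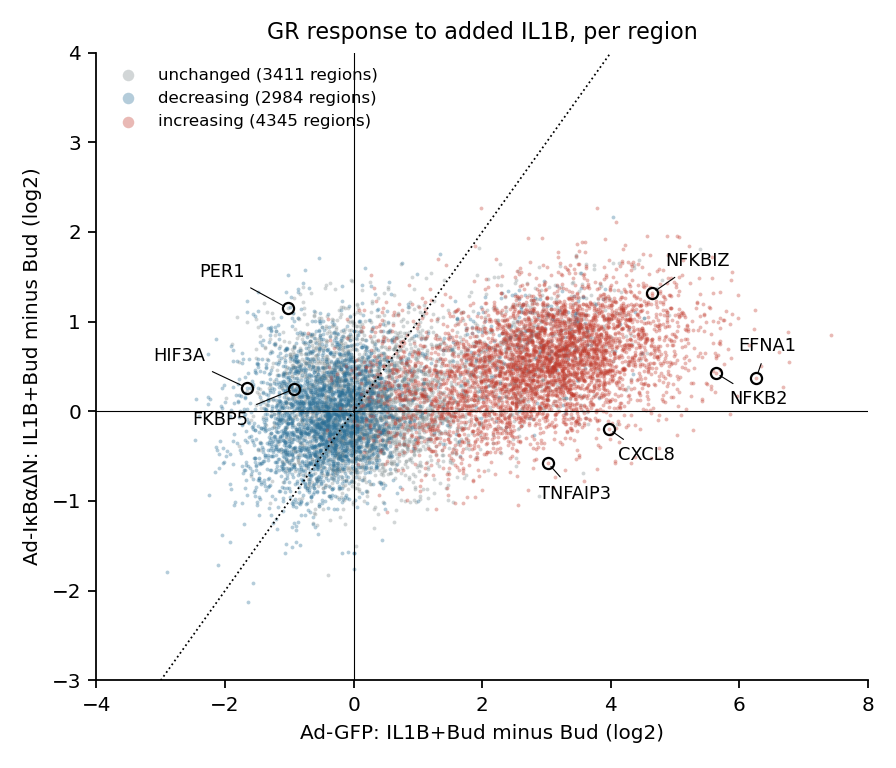
Log2 difference in GR signal between IL1B+Bud and Bud for each of the 10740 regions, in Ad-GFP (horizontal axis) and Ad-IκBαΔN (vertical axis), coloured by the authors' class, with the lead regions of 8 genes circled; the dotted line marks equal differences. The increasing class has a median of 2.95 in Ad-GFP and 0.53 in Ad-IκBαΔN (-0.01 with the steps divided out).

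Within IL1B+Bud, signal at inflammatory genes was lower in Ad-IκBαΔN than in Ad-GFP. EFNA1 had a log2 difference of -5.28 between the viruses, NFKB2 -4.87, CXCL8 -4.37, TNFAIP2 -3.95, ICAM1 -3.91 and NFKB1 -3.90. In the inflammatory list 93 of 103 regions were 2-fold lower and 0 higher, with a median of -2.48. In the feedback list 53 of 74 were lower and 3 higher, with a median of -1.93, TNFAIP3 at -3.80 and NFKBIZ at -3.14, and in the AP-1 list 18 of 33 were lower and 1 higher, with a median of -1.15 and KLF4 at -3.65. The first 2 medians lay below all random sets and the third at percentile 3.38. Glucocorticoid-induced genes went both ways, with 14 of 93 regions higher and 29 lower as deposited and 43 higher and 13 lower after re-centring. PER1, the thiamine transporter gene SLC19A2 and HIF3A were 3.93-fold, 3.52-fold and 3.12-fold higher in Ad-IκBαΔN, and SCNN1A, SGK1 and CRISPLD2 were lower, at -3.49, -2.44 and -1.97. That list had a median of 0.05, above all but a few random sets (percentile 100 after rounding), and a mean of -0.28. After quantile normalization the medians of the inflammatory, feedback, AP-1 and glucocorticoid-induced lists were -1.43, -0.91, -0.28 and 0.81. In the background lists 14 of 40, 6 of 8 and 3 of 7 regions were lower, with lung epithelial and housekeeping medians of -0.50 and -0.66 that were 0.42 and 0.27 after re-centring, and a median of -1.85 near markers of other cell types, between those of the feedback and AP-1 lists.

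Other regions higher in Ad-IκBαΔN included an intron of COL4A2 linked to RAB20 at 3.32, the DECR1 intron at 3.24, with signals of 105 in Ad-GFP and 1001 in Ad-IκBαΔN, and regions linked to C17orf80 and CDC123 at 3.04 and 2.69. Those with the largest lower values besides EFNA1 and NFKB2 were linked to SERPINA2, FSTL3, UBE2E1, EIF5 and SLC12A7, at -6.24, -5.59, -5.25, -5.14 and -4.84. In all, 641 regions were higher and 4998 lower, and 3828 of the lower ones were of the increasing class. Re-centring gave 2729 higher and 2619 lower and the divided steps 2758 and 2407. The increasing class kept a median below 0 in both, at -1.08 and -1.01 against -2.01 as deposited, while that of the unchanged class was 0.47 and 0.51 against -0.45.

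The difference between the viruses in the response to added IL1B, which cancels differences already present with budesonide, was at or below -1 at 5086 regions and at or above 1 at 857. Its median was -2.68 in the inflammatory list, -2.09 in the feedback list, -1.29 in the AP-1 list and 0.05 in the glucocorticoid-induced list, and after re-centring -1.77, -1.17, -0.38 and 0.97. In the background lists it was -2.54 near markers of other cell types, with 6 of 8 regions at or below -1, and -0.48 and -0.52 in the lung epithelial and housekeeping lists, which were 0.44 and 0.39 after re-centring. By class it was -2.41, -0.35 and 0.30 in the increasing, unchanged and decreasing classes, and the unchanged class turned to 0.57 after re-centring, 0.43 after quantile normalization, 0.61 with the steps divided out and 0.06 when centred on that class. EFNA1, NFKB2, ICAM1 and NFKB1 stood at -5.89, -5.21, -4.69 and -4.68, TNFAIP3 at -3.60 and KLF4 at -3.47, and the glucocorticoid-induced list went both ways, with SCNN1A, SGK1 and CRISPLD2 at -4.55, -2.84 and -2.04 and PER1, SLC19A2 and HIF3A at 2.16, 2.09 and 1.92. That list had 22 of 93 regions at or above 1 and 28 at or below -1, with a mean of -0.24. CNST, DECR1 and NKX1-1 had the highest values among strongly bound linked regions, at 2.95, 2.90 and 2.89. Re-centred, the counts were 3435 and 3011.

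Sequence motifs separated the regions by their response to added IL1B in Ad-GFP cells. A κB motif, the site bound by NF-κB, was found in 40.3% (95% CI 39.0 to 41.7) of the 5252 regions at least 2-fold higher, in 3.41% of the 4836 within 2-fold and in 1.07% of the 652 lower. Against regions within 2-fold, the odds ratio was 19.1 (95% CI 16.2 to 22.6) for higher regions and 0.307 (0.144 to 0.657; Fisher's exact test, adjusted p = 0.000554) for lower ones. The GRE had the opposite order, at 5.45%, 22.4% and 32.7%, with odds ratios of 0.200 (adjusted p = 2.42e-141) and 1.69 (adjusted p = 2.74e-08, Fisher's exact test). In windows 5 kb away, the κB motif was found in 4.42% and the GRE in 2.46% for the higher regions, and in 2.91% and 2.76% for the lower ones. The AP-1 motif, added after seeing the data, was found in 25.0%, 21.8% and 12.1%. In the authors' classes a κB motif was present in 40.3% of increasing, 11.8% of unchanged and 4.49% of decreasing regions, and a GRE in 7.18%, 18.6% and 21.3%. The AP-1 motif was present in 25.0%, 25.4% and 16.4%, so its small excess in regions higher by fold (odds ratio 1.19) was absent in the increasing class (0.977, 95% CI 0.882 to 1.08; Fisher's exact test, adjusted p = 0.673). The share within 1 kb of a TSS was 4.90% (95% CI 4.30 to 5.58) in the increasing, 4.19% (3.57 to 4.92) in the unchanged and 1.61% (1.22 to 2.13) in the decreasing class.

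**Figure D4:**
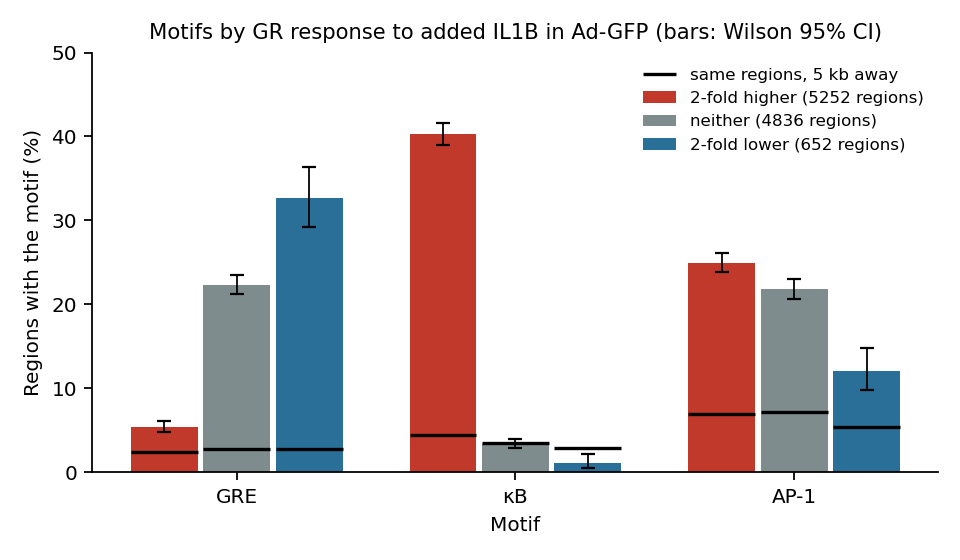
Share of regions with a GRE, κB or AP-1 motif among regions at least 2-fold higher, within 2-fold or at least 2-fold lower with IL1B+Bud than with Bud in Ad-GFP; error bars are Wilson 95% confidence intervals and black lines give the share in windows 5 kb away. The κB motif is at 40.3% in higher and 1.07% in lower regions, and the GRE at 5.45% and 32.7%.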

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

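The lead region of PER1, a circadian clock gene and known glucocorticoid target, differed in opposite directions in the viruses. It lies in an intron of PER1 (chromosome 17, 8154269 to 8154668), 2.04 kb from the TSS. Added IL1B went with a log2 difference of -1.02 in Ad-GFP, where the signal was 224 with Bud and 110 with IL1B+Bud, and of 1.15 in Ad-IκBαΔN, where it was 196 and 435. The difference between viruses was not tested, since each group has 1 value. Both signs were the same under every scaling tried, with values from -2.58 to -0.998 in Ad-GFP and from 0.56 to 1.15 in Ad-IκBαΔN, so neither difference reached 2-fold under all of them. Of all 10740 regions, 16 were 2-fold lower in Ad-GFP and 2-fold higher in Ad-IκBαΔN, and 6 the other way round.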

How the results depend on the processing

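Dividing out the steps, centring on the unchanged class, leaving out the 107 regions with the highest untreated signal and using the authors' classes for motif shares were chosen after seeing the data. Of 178 counts, shares and odds ratios under alternatives, 91 stayed close to the reported value and 87 moved further. Close meant within 1.5 times the reported count or within the 95% confidence interval of the reported share or odds ratio. Some of the 91 were fixed by construction and are no check. Dividing out the steps cannot change Bud against NS in Ad-GFP or the comparison of viruses in Bud cells, where the steps were 1. Untreated Ad-IκBαΔN cells, in which no step was found, were left as deposited. Bud against NS in that virus and the comparison of untreated viruses were therefore unchanged without being tested. No odds ratio of a GRE or κB motif crossed 1 with another mismatch limit, window or the authors' classes. The odds ratio of the AP-1 motif in higher regions, not among these, did so, at 1.19 by fold and 0.977 in the authors' classes. Whether motif odds ratios depend on the scaling of the groups was not tested. List medians, not among these, did change sign under some scalings, as that of the feedback list with added IL1B in Ad-IκBαΔN, 0.39 as deposited and -0.17 with the steps divided out. No paired analysis was possible because the values are 1 per group and the libraries of a group cannot be separated in them. For the same reason, leaving out libraries, count-based or linear-model tests and set tests on them were not run, and the fold threshold became the criterion itself. The cause of the moves was not tested, except that each scaling by construction shifts or reshapes whole groups. Depth per library is unknown from these values.

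Regions 2-fold higher and lower after re-centring were 2614 and 3500 for Bud against NS in Ad-GFP, 2072 and 1559 for IL1B+Bud against NS, 3972 and 3443 for added IL1B in Ad-GFP, 624 and 177 in Ad-IκBαΔN, 2026 and 2923 for Bud against NS in Ad-IκBαΔN, 2729 and 2619 between viruses with IL1B+Bud, and 3011 and 3435 for the difference in response, with 508 regions higher and 130 lower with added IL1B in both viruses. After quantile normalization they were, in this order, 2362 and 2418, 2140 and 2136, 2744 and 2888, 95 and 124, 2306 and 2343, 2632 and 2606, and 2662 and 2664, with 50 and 57 in both viruses, 2071 and 2114 between untreated viruses and 8 and 12 between viruses with Bud. With the steps divided out, IL1B+Bud against NS gave 5229 and 141, added IL1B 3253 and 4695 in Ad-GFP and 94 and 1078 in Ad-IκBαΔN, with 81 and 875 in both, viruses with IL1B+Bud 2758 and 2407, and the difference in response 3062 and 3284. Centred on the unchanged class, Bud against NS gave 1545 and 4374 in Ad-GFP and 1092 and 3989 in Ad-IκBαΔN, IL1B+Bud against NS 2118 and 1502, added IL1B 1750 lower in Ad-GFP and 157 in Ad-IκBαΔN, with 78 lower in both, and 1538 and 1669 were higher between viruses with IL1B+Bud and for the difference in response.

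Without the 25% of regions with the lowest signal, which leaves fewer regions, lower counts were 206 for Bud against NS in Ad-GFP, 1 in Ad-IκBαΔN, 1 between viruses with Bud, 2757 with IL1B+Bud and 2715 for the difference in response, and higher counts were 2799 and 426 for added IL1B in Ad-GFP and Ad-IκBαΔN, 293 in both, 448 between untreated viruses and 79 with Bud. A pseudocount of 0.25 gave 180 lower for Bud against NS in Ad-IκBαΔN and 688 higher between viruses with Bud. A pseudocount of 4 gave 334 and 11 lower for Bud against NS in Ad-GFP and Ad-IκBαΔN, 376 and 53 for added IL1B in Ad-IκBαΔN, 263 higher in both viruses, 161 and 64 between untreated viruses and 20 and 1 with Bud. Without the high-background regions 1 region was lower between viruses with Bud. Linking every listed gene within 100 kb made the share of higher regions in the inflammatory list 84.7%. Odds ratios of a GRE were 0.169 and 1.28 in higher and lower regions with at most 1 mismatch, 0.163 in higher regions in windows of 200 bp, and 0.340 and 1.19 in the authors' classes. Those of a κB motif were 27.2 in higher and 0 in lower regions in windows of 200 bp, and 5.05 for the increasing class.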

Other observations

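Several genes held clusters of regions where added IL1B went with higher GR signal in Ad-GFP cells. These genes were chosen after their values were seen. All 10 regions linked to LIF, a cytokine gene, all 9 of TNFAIP3, all 8 of IRAK2 and all 8 of TNIP1 were at least 2-fold higher with IL1B+Bud than with Bud, as were 10 of 13 of SMAD3, a mediator of transforming growth factor β signalling. The median log2 differences of these genes in Ad-IκBαΔN were 0.14, 0.52, 0.68, 0.71 and 0.37, in the order named. These counts and medians are as deposited and depend on the scale. The lead region of LIF was at 0.45 in Ad-GFP at its lowest among the scalings tried, short of 2-fold. Those of TNFAIP3 and TNIP1 stayed above 2-fold, at 1.44 and 1.87. Of 4261 genes with a linked region, 91 held both a 2-fold higher and a 2-fold lower one.

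In the authors' decreasing class, 217 regions were 2-fold higher with added IL1B in Ad-GFP. Of these, 43.8% held a κB motif and 1.38% a GRE, and their median log2 signal with Bud was 2.68. The 2232 regions of that class within 2-fold had 1.57%, 20.8% and 5.03. A region at the end of chromosome 5 (11492 to 11891) had a signal of 278 in untreated Ad-GFP cells and 282 in untreated Ad-IκBαΔN cells. The spread across regions in untreated cells was narrower in Ad-IκBαΔN, and signals of 170 pairs of regions within 1 kb correlated with a Spearman rho of 0.12 there and 0.35 in Ad-GFP.

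For the patterns below, the tests on scale per group, the values of strong budesonide sites with the steps divided out and between viruses, and the κB share of the third pattern were chosen after the result was seen, as was the comparison of neighbouring pairs above. The first pattern was the smaller gain with added IL1B under Ad-IκBαΔN at the increasing class. A scale per group hardly moves the gap between the increasing and decreasing classes. That gap was 3.33 in Ad-GFP and 0.56 in Ad-IκBαΔN, a difference of 2.77, which argues against such a scale as the whole cause. If the classes were set from GR signal in Ad-GFP, the wider gap there follows in part from the selection. How large that part is was not tested. Weaker immunoprecipitation in the Ad-IκBαΔN IL1B+Bud cells is argued against on the deposited scale by 640 strong budesonide sites outside that class. Their median there with added IL1B was -0.174. With the steps divided out it was -0.753, a drop that does not argue against it. Against Ad-GFP in IL1B+Bud these sites stood at 0.14 as deposited and 1.13 with the steps divided out. The increasing class stood at -2.01 and -1.01. The 640 sites also had a median of -0.623 with added IL1B in Ad-GFP as deposited, which by itself raises their contrast with Ad-GFP. Blocked NF-κB, the effect the virus was designed for, remains open. The difference between viruses was more negative at the 1753 regions with a κB motif than at the 2592 without by -0.442 (95% of random splits from -0.08 to 0.07). That was short of the 0.5 set before the test, and the difference between viruses was -2.21 even without a motif. Regions with a motif also gained more in Ad-GFP with added IL1B, with medians of 3.26 against 2.65 without. In Ad-IκBαΔN these medians were 0.60 and 0.48. The split therefore cannot tell a stronger loss at κB sites from their larger gain in Ad-GFP.

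The second pattern was that 981 regions of the unchanged class were 2-fold higher in Ad-GFP with added IL1B. After centring the class on its median, 725 regions were 2-fold higher and 343 lower, a ratio of 2.11. Centring balances the class by construction, so this ratio shows only that the upper tail was longer than the lower. How far a scale per group accounts for the 981 regions is not decided by it. A candidate explanation is gain of GR at κB sites among regions placed in the unchanged class. The odds ratio of a κB motif in the higher regions against those within 2-fold was 10.7 (95% CI 8.36 to 13.7), with shares of 31.2% and 4.06%.

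The third pattern was the higher signal with added IL1B at 1036 regions in Ad-IκBαΔN, against 101 lower. Its direction is not fixed, with 95 higher and 124 lower after quantile normalization and 94 and 1078 with the steps divided out. For these 1036 regions the hypothesis was that GR may be taken up at AP-1 sites when NF-κB is blocked. An AP-1 motif was present in 19.5% of them, within the 19.2% to 23.8% of random regions matched on signal, which argues against it. A κB motif was present in 41.9%, against 31.9% to 36.8% in random regions. Of the 1036 regions, 888 were also 2-fold higher in Ad-GFP, where 40.3% of all higher regions held a κB motif. The random regions were not matched on this overlap, so the higher share needs no separate explanation. Whether inhibition was incomplete was not tested.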
